A study of Mus musculus with 5 samples. Its data were reported in "FOXG1 Regulates PRKAR2B Transcriptionally and Posttranscriptionally via miR200 in the Adult Hippocampus" (2018).

How the data were processed

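Gene expression was measured by RNA-Seq of ribosomal RNA-depleted total RNA in Neuro2a (N2a) cells, a mouse neuroblastoma line, 48 h after transfection with a plasmid that expresses miR200 family members or with a miR200 sponge plasmid. A sponge is a transcript with many binding sites that takes up a microRNA. The 5 libraries fall into miR200 overexpression (miR200 OE, n = 2) and miR200 sponge (n = 3). The groups and replicate numbers were taken from the sample labels.

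The deposited values are raw counts of reads per gene, one table per library, made by the authors. Per the labels and the study's methods, reads were quality-trimmed, aligned to mm10 with TopHat2 2.0.9 under default settings and counted with HTSeq 0.6.0 in union mode on an Ensembl annotation. The labels also name DESeq2 1.6.1. The strand setting of the counting was not given for these samples in the sources used here, although the library kit marks the strand. The density of counts was therefore compared for features inside introns of expressed genes, on the strand of the host and on the other strand. Unconfirmed short transcripts (class TEC) had a median of 9.44 counts per kb on the strand of the host (173 features) and 9.19 on the other strand (21 features), and processed pseudogenes had 11.7 (123 features) and 10.5 (258 features), summed over the 5 libraries. Counts of genes that overlap an exon of a gene on the other strand are uncertain for this reason, and likewise those of genes with near-identical copies.

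Each table held 43629 gene IDs and no row for unassigned reads. Of these IDs, 42462 (97.3%) were found in GENCODE release M21 (GRCm38), from which symbols, positions, coding sequences and 3′UTRs were taken. Total counts ranged from 10601373 to 11476490 per library. No pair of libraries agreed within sampling noise: chi-square per degree of freedom between libraries of 1 group was 4.92 to 16.7.

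Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr, robust quasi-likelihood fits (glmQLFit and glmQLFTest, two-sided), no covariates and a Benjamini-Hochberg false discovery rate (FDR) of 0.05. Adjusted p values are from this test unless another tool is named. The standard error (SE) of a log2 fold change was obtained from the fold change and its F statistic. On counts simulated for this comparison over 13390 genes, 100 of 100 genes changed by a log2 fold change of 1 were recovered, 35 of 100 changed by 0.5 were recovered, and 10 unchanged genes were called. The simulation gave all genes the same dispersion and changed only genes with a sponge mean of at least 5 CPM. It therefore leaves out the spread particular to genes and to whole libraries in the real data. CPM values are TMM-scaled, except for the miR200 hairpins and their host transcript, for which they are relative to the total count. The prior count for log2 CPM was 2.

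Gene lists were compared with all other genes by camera in limma 3.58.1 with a preset correlation of 0.01, repeated with an estimated correlation, and tested by fry. Their p values were adjusted over the 20 lists. For matches to the miR200 seeds, the longest annotated 3′UTR of each tested protein-coding gene (at least 50 bases) was searched for sites of the miR-200b group (miR-200b, miR-200c and miR-429, which share a seed) and of the miR-200a group (miR-200a and miR-141). An 8mer site is a match of 8 bases, the 7mer-m8 and 7mer-A1 sites are matches of 7 and a 6mer of 6. The seed match shift was the mean log2 fold change of genes with a 7mer or 8mer site minus that of genes without a 6mer of either family. Site status was permuted 10000 times within 25 strata of 3′UTR length and expression, and the two-sided p was taken about the mean of the permuted shifts. The smallest p this can give is 0.0001. On permuted fold changes of 7871 genes an imposed shift of -0.2 was fitted as -0.21, and 6.0% of 100 sets without a shift passed p 0.05. All heptamers present in at least 50 genes were also ranked in a regression adjusted for 3′UTR length, GC content and expression (Python 3.11.15, numpy 2.4.6, scipy 1.17.1).

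The following were chosen before the data were examined: the tests, 20 gene lists and the rule for named genes. The rule takes the 12 protein-coding genes with the largest log2 fold change in each direction (named symbol, FDR under 0.05, mean of at least 5 CPM, no overlap between groups), the miR200 transcripts and the genes named by the study, up to 4 genes with the smallest p in each other list, and the genes with an 8mer site and the smallest FDR (6 that fell and 3 that rose). Other genes named as called members of a list were chosen after their values were seen. The alternatives were DESeq2 size factors, library size only, other filters on low counts, DESeq2 1.42.0, limma-voom, fits without robust estimation, a replicate block, each library left out, overlapping genes left out, other thresholds and other definitions of a site. Leaving out genes that share at least 200 bases at 95% identity with Noct, the gene with the highest count (BLAST 2.17.0), was added after the data were seen, as were 3 others: genes free of the other family's sites, a seed match shift weighted within strata and DESeq2 on all genes with a count.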

Results

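Which transcripts respond to the miR200 microRNAs was asked by contrasting cultures of N2a cells given an overexpression plasmid with cultures given a sponge plasmid. RNA was taken 48 h after transfection from 2 overexpression (OE) and 3 sponge cultures. Total counts were 10601373, 10930834 and 11476490 in the sponge libraries and 11340263 and 11208926 in the miR200 OE libraries. The labels call the libraries of a group replicates, and the study describes in vitro replicates as separate passages, so p values measure the spread between these libraries. The first principal component of log2 CPM held 62.7% of the variance. The sponge libraries lay at -16.8, -16.8 and -38.9 on it, and the OE libraries at 27.3 and 45.1.

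The miR200 transcripts were examined first, because they check the labels. Gm13648 (ENSMUSG00000086549, chromosome 4, 156052715 to 156059802, GRCm38), the host transcript of miR-200b, miR-200a and miR-429, had 1, 0 and 1 counts in the sponge libraries and 5774 and 1513 in the OE libraries. This is a ratio of 5330 (95% counting interval 1480 to 44000). Mir200a had 2281 and 709 counts and Mir200b had 2063 and 552 counts in the OE libraries, against 1 count over the sponge libraries for each. The hairpins of the cluster on chromosome 6 were also counted, although the study's supplement describes these cells as overexpressing miR-200b, miR-200a and miR-429. The supplement also names a plasmid that holds miR-200c and miR-141 as well, and the labels do not say which was used. Mir200c had 2737 and 782 counts and Mir141 had 844 and 243 counts in the OE libraries, with 0 counts in all sponge libraries, and were at least 1720-fold and at least 530-fold higher against a floor of 3 counts over the group. The 95% counting intervals of these ratios, as used for Gm13648, start lower, at 1400 and 431. Such intervals and floors cover counting error only. Mir429 had 0 counts in all 5 libraries, but it lies within the span of Gm13648 on the same strand (156053905 to 156053987). Counting in union mode leaves out reads shared by exons of different genes. The 0 counts therefore need not mean that miR-429 was absent, and whether such reads were lost was not tested. Gm13648, Mir200a and Mir200b passed the test (edgeR adjusted p = 0.0152, 0.0102 and 0.0185), whereas Mir141 and Mir200c did not (0.129 and 0.121). Mir141 was called in 6 of 10 alternatives that kept all libraries and Mir200c in 5 of 11, DESeq2 among them, and both were called without OE replicate 1 (adjusted p = 4.62e-08 and 7.26e-11) and without OE replicate 2 (1.32e-10 and 9.46e-13). The rate of Gm13648 was 3.77 times higher in OE replicate 1 than in OE replicate 2. All 5 counted transcripts passed adjusted over the list alone, and the list was higher than other genes by camera (adjusted p = 1.02e-15, 0.18 with an estimated correlation). The calls of Gm13648, Mir200a and Mir200b were lost with limma-voom (adjusted p = 0.0596, 0.0506 and 0.0645), by which Mir141 passed (0.0375). Without sponge replicate 1, 2 or 3 the adjusted p of Gm13648 was 0.0507, 0.0749 and 0.0986, that of Mir200a 0.0449, 0.196 and 0.0969, and that of Mir200b 0.0604, 0.22 and 0.116.

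Between miR200 OE and sponge cells, 2021 of 13690 tested genes differed, of which 862 were higher and 1159 lower in miR200 OE. No library is from untransfected or empty-vector cells, so a difference may come from either plasmid. Below, genes that fell or rose are lower or higher in OE than in sponge cells. Among protein-coding genes with a mean of at least 5 CPM and no overlap between groups, the largest increases were found for Ppy and Pyy, which encode peptide hormones, with log2 fold changes of 3.08 ± 0.29 (SE) and 2.62 ± 0.29. Ppy was at 17.4 ± 6.74 CPM (SD, n = 2) in OE and at 2.05 ± 0.49 CPM (SD, n = 3) in sponge libraries. Further increases were found for the chemokine gene Cxcl10 (2.40 ± 0.22), Enkur (2.10 ± 0.28), Prkg2, a cGMP-dependent protein kinase (1.71 ± 0.30), Coq8a, the mitochondrial creatine kinase gene Ckmt1, Hcfc1r1, Spint2, Hist3h2ba, Slc26a4 and Itpka (1.38 ± 0.19). The largest decreases among the same genes were those of Matn3, a matrix protein gene (-2.66 ± 0.33), Odc1, the first enzyme of polyamine synthesis (-2.62 ± 0.38), and F2rl2 (-2.23 ± 0.27). Odc1 was at 181 ± 23.6 CPM (SD, n = 2) in OE and at 1111 ± 438 CPM (SD, n = 3) in sponge libraries. Mgat2, Vwa1, Ubxn8, P2ry6, Adgra1, Fjx1, the nicotinic receptor gene Chrna3, Il4ra and Rnf150 fell by log2 fold changes of -1.99 to -1.69. Of the called genes, 1908 were protein-coding, and 432 had an absolute log2 fold change of at least 1 (128 higher, 304 lower). Over all tested genes, the groups did not overlap in 6741 (49.2%), a separation that chance gives for 20% of genes. With scaling by library size only, 584 genes were higher and 1342 lower, so that the share of higher genes went from 42.7% to 30.3%. Without OE replicate 2, 335 genes were called, and without sponge replicate 1 there were 1235. Odc1 lost its call without OE replicate 1 (log2 fold change -2.49, adjusted p = 0.108) and without OE replicate 2 (-2.76, 0.184), with a change about as large in each. Among the called genes 615 overlapped an exon of a gene on the other strand, Mgat2, Cxcl10 and Zeb1 among them.

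Prkar2b, Zeb1, Olfml2b, Serpinf1 and Tmem108, the list taken from the study's text, were lower in miR200 OE. The list does not hold all candidates that the study measured by qRT-PCR. By that method the study found Olfml2b, Serpinf1 and Tmem108 changed in a single condition or opposite to its RNA-Seq. It set Prkar2b apart by qRT-PCR, immunoblots and a luciferase assay of its 3′UTR. Prkar2b, a regulatory subunit of protein kinase A (ENSMUSG00000002997, chromosome 12, 31958476 to 32061296), was at 62.8 ± 4.88 CPM (SD, n = 2) in OE and at 90.6 ± 12.3 CPM (SD, n = 3) in sponge libraries, a log2 fold change of -0.53 ± 0.14 (SE, edgeR adjusted p = 0.0214). Its 3′UTR of 1913 bases holds 1 site of the seed shared by miR-200b, miR-200c and miR-429 (the miR-200b group), a 7mer-m8 at position 1857. Zeb1, a transcription factor and known miR200 target, fell by 0.79 on the log2 scale (SE 0.13, adjusted p = 0.00221), and its 3′UTR holds 5 sites of the miR-200b group and 4 of the seed shared by miR-200a and miR-141 (the miR-200a group). Olfml2b (-1.10 ± 0.20), Serpinf1 (-1.01 ± 0.20) and Tmem108 (-0.76 ± 0.16) also fell. The 3′UTRs of Olfml2b and Serpinf1 hold no site of either group, not even a 6mer, whereas that of Tmem108 holds a 7mer-m8 of the miR-200b group. All 5 genes passed over all genes and adjusted over the list alone. As the study chose the genes other than Zeb1, its control for miR200 overexpression, on these samples, the direction of the list is not independent evidence (camera adjusted p = 9.1e-06, 0.18 with an estimated correlation). Prkar2b lost its call without sponge replicate 1 or 2 (adjusted p = 0.0822 and 0.0639) and without OE replicate 1 or 2 (0.0953 and 0.0817) and held it without sponge replicate 3 (0.00194), with log2 fold changes of -0.64 to -0.45. Zeb1 was called in all 5, and Olfml2b, Serpinf1 and Tmem108 in 4, each losing its call without OE replicate 2 (adjusted p = 0.059, 0.0771 and 0.0782).

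**Figure D1:**
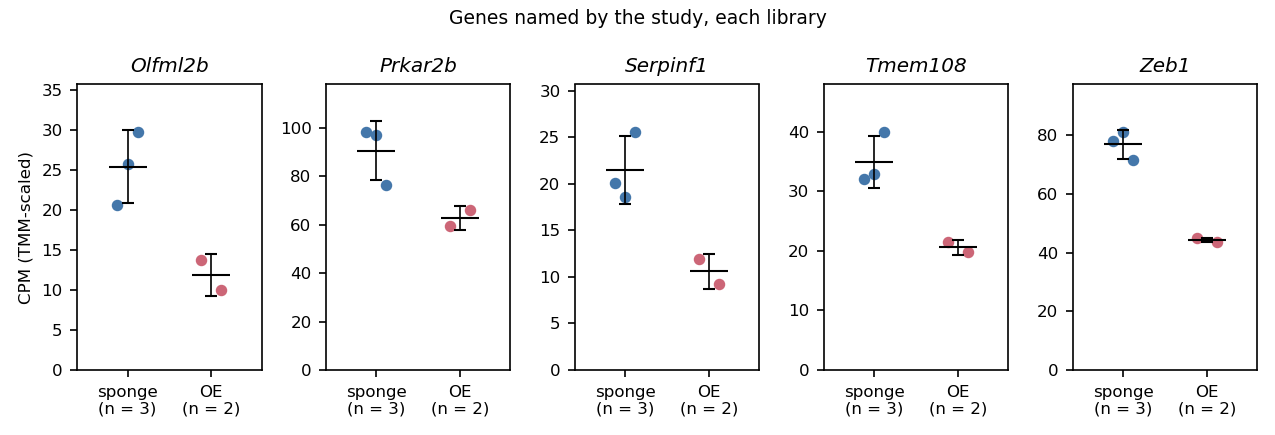
TMM-scaled CPM of the 5 genes on the list taken from the study's text in each sponge (n = 3) and miR200 OE (n = 2) library, with points for libraries and bars for the mean and SD. Zeb1 was at 76.8 CPM in sponge and 44.3 CPM in OE libraries, and no gene showed an overlap between the groups.

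Of 43 tested published miR200 targets, 18 fell and 3 rose (20 and 3 adjusted over the list alone). Dlc1, a Rho GTPase-activating protein gene, fell by 1.63 on the log2 scale, and Tubb3 by 0.94, the actin-bundling gene Fscn1 by 0.76 and Zeb1 by 0.79. The longest 3′UTR of Tubb3 holds no site of either group, not even a 6mer. Tubb3 is also in the neuronal list, and Zeb1 in the study's list and the mesenchymal list, so these lists are not independent. Xiap, Wdr37 and Usp25 rose. The list was lower than other genes by camera (adjusted p = 6.79e-06), but not with an estimated correlation (adjusted p = 0.18). The mesenchymal list had 4 lower genes and 1 higher gene among 19 tested (6 and 1 adjusted over the list alone, camera adjusted p = 0.00935, 0.18 with an estimated correlation). Zeb1, Zeb2, Tgfb2 and the matrix enzyme gene Loxl2 (-1.42 ± 0.23) fell, whereas Tgfb1 rose (1.29 ± 0.21). Without overlapping genes, the call for this list was lost and its mean log2 fold change went from -0.34 to -0.01 (adjusted p = 0.959, the highest over the other alternatives, from 0.00167). That alternative leaves out Zeb1, Zeb2 and Loxl2 themselves and keeps Tgfb1, so the mean is of other genes. With no filter on low counts the mean was -0.21, and with DESeq2 on all genes with a count -0.20. Among 12 epithelial genes, Krt8 and Grhl1 rose and 10 did not pass, over all genes and adjusted over the list alone (camera adjusted p = 0.259).

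More genes of neuronal differentiation fell than rose. Of 35 tested, 11 fell and 3 rose (11 and 4 adjusted over the list alone, camera adjusted p = 0.00498, 0.225 with an estimated correlation). The neuronal tubulin gene Tubb3 fell by 0.94, the synaptic vesicle gene Syn2 by 1.15, the netrin receptor gene Unc5c by 1.03 and Nrp2 by 0.82 on the log2 scale. Stmn2, Elavl3 and Vamp2 rose. In the PKA and cAMP list, Crtc2, Prkar1a and Pde1c rose and Prkar2b, Akap9, Adcy6 and Adcy7 fell among 39 tested (5 and 7 adjusted over the list alone), and the list did not pass camera (adjusted p = 0.344). By fry, which tests whether the members moved one way on balance without comparing them with other genes, its adjusted p was 0.0372.

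Some immediate early and interferon-responsive genes rose. Of 25 immediate early genes, 7 rose and 1 fell (10 and 1 adjusted over the list alone, camera adjusted p = 0.000214, 0.18 with an estimated correlation). Fos (1.08 ± 0.20), Egr1, Nr4a2, Junb, Ier2, Klf6 and Nr4a1 rose, and Myc fell by 0.86. The mean log2 fold change of this list was 0.38, and 0.14 without OE replicate 2. Of 22 interferon-responsive genes, 6 rose and none fell (6 and 1 adjusted over the list alone, camera adjusted p = 0.000755, 0.18 with an estimated correlation). The mean of this list was 0.46, but 0.13 with no filter on low counts and 0.19 with DESeq2 on all genes with a count. Cxcl10, Oasl2, Rsad2, Mx1, the RNA sensor gene Ddx58 and Irf1 rose, the last by 0.85 ± 0.15. The call of this list was lost without overlapping genes (adjusted p = 0.088, the highest over the other alternatives). That alternative leaves out Cxcl10 and Irf1 themselves and keeps Ddx58. Of 24 genes of cholesterol synthesis, 6 fell and none rose (11 and 0 adjusted over the list alone, camera adjusted p = 7.18e-05, 0.486 with an estimated correlation, fry adjusted p = 0.22). These were Hsd17b7 (-1.25 ± 0.20), Acat2, Dhcr24, Dhcr7, Mvk and Sqle. The mean of this list was -0.39, and -0.26 without sponge replicate 3 and with the replicate block. The fry adjusted p was 0.0295 for the immediate early and mesenchymal lists, and 0.0337 for the interferon, neuronal and published target lists. The Polycomb genes Ring1 (0.95 ± 0.16), Ezh1 and Phf1 rose among 27 tested (2 adjusted over the list alone, camera adjusted p = 0.0127, 0.379 with an estimated correlation, fry adjusted p = 0.056). This call was lost without OE replicate 2 (adjusted p = 0.106) and without overlapping genes (0.088), the lowest over the other alternatives being 0.00107, and the mean log2 fold change of 0.18 was 0.11 with library size only.

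**Figure D2:**
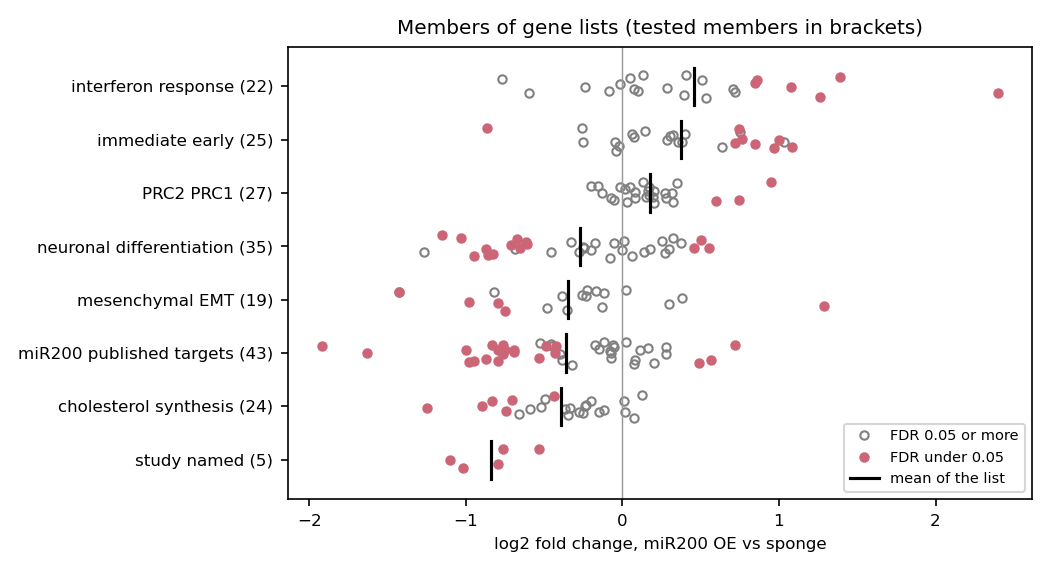
Log2 fold change (miR200 OE vs sponge) of each tested member of the 8 gene lists other than the miR200 transcripts that passed camera with the preset correlation. Filled points mark genes with FDR under 0.05 and black lines the mean of each list, which was -0.84 for the genes named by the study and 0.38 for the immediate early genes.

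Other lists did not pass camera. Xbp1 (-1.01 ± 0.15), Hsph1 and Slc7a11 fell and Dnajb9 rose in the stress list, which had 5 higher and 6 lower genes among 33 by either adjustment, a mean of -0.03 and a median of 0.06 (adjusted p = 0.7). In the cell cycle list Ccnd3, Cdk2, E2f2 and Aurkb rose and Foxm1 and Ccnd1 fell among 40 (5 and 3 adjusted over the list alone, adjusted p = 0.259). Its mean log2 fold change of 0.03 was 0.20 without sponge replicate 3 (adjusted p = 0.00028) and 0.20 with the replicate block (0.000322). The mean was -0.04 and -0.06 without sponge replicate 1 or 2, 0.08 without OE replicate 1 and -0.03 without OE replicate 2. The p53 target Cdkn1a rose by 0.83 ± 0.16 and Tigar fell by 0.89, with 3 higher and 2 lower genes among 24 (3 and 3 adjusted over the list alone, adjusted p = 0.7). Drosha, the nuclear microRNA processing enzyme, fell by 0.63 ± 0.14 and Ago4 rose by 0.81 in the list of microRNA machinery (1 higher and 3 lower of 25, 3 and 4 adjusted over the list alone, adjusted p = 0.542). Egln1, Hk2 and Pfkl fell and P4ha1 and Gpi1 rose among 31 hypoxia and glycolysis genes, by either adjustment (adjusted p = 0.7). The mitochondrial transcripts mt-Cytb, mt-Nd1 and mt-Nd2 fell among 12 (2 higher and 3 lower adjusted over the list alone, adjusted p = 0.0745), and the list passed in 4 alternatives, with DESeq2 among them (0.0248). Hist1h1c rose among 5 histone genes (2 adjusted over the list alone, adjusted p = 0.0894, 0.0451 without sponge replicate 2), and B2m and Gapdh rose among 18 housekeeping genes by either adjustment (adjusted p = 0.226). Gapdh and mt-Nd2 lost their calls whichever library was left out. No marker of other cell types was called among 7 tested by either adjustment (mean log2 fold change 0.05, median -0.03, adjusted p = 0.762). Pecam1, the most abundant of these, was at 114 ± 7.72 CPM (SD, n = 2) in OE and 96.2 ± 11.5 CPM (SD, n = 3) in sponge libraries.

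Genes with a match to the miR-200b group seed in the 3′UTR were lower on average. The mean log2 fold change was -0.19 in 468 genes with an 8mer, -0.14 in 1373 with a 7mer-m8, -0.10 in 610 with a 7mer-A1 and -0.02 in 5420 without a site of either family. Slc30a4, Tln2, Dlc1, Rapgef5, Hspa13 and Slc10a4 were the genes with an 8mer of either family and the smallest FDR among those that fell, with log2 fold changes of -1.63 to -1.17, whereas 5330417C22Rik, H2afv and Hook1 rose. The shift for 2451 genes with a 7mer or 8mer was -0.121. The mean of the shifts permuted within strata was -0.057, which leaves -0.063 (permutation p = 0.0001, the smallest these permutations can give). Of 1102 genes called lower 31.6% had such a site, of 791 called higher 15.4%, and of 10036 uncalled genes 19.7%. Among 16136 heptamers, the 7mer-m8 and 7mer-A1 heptamers of this site ranked 1 and 2 from the lowest, and the 7mer-m8 also ranked 1 in each OE library against the sponge mean. For 3077 genes with a site of the miR-200a group the shift was -0.072, of which -0.043 was the mean of the permuted shifts (permutation p = 0.0002). This call was lost with the shift weighted within strata (-0.035, permutation p = 0.0621) and without OE replicate 1 (-0.037, permutation p = 0.611). Genes are not replicates, and the permutations leave out the spread between libraries. Sponge replicate 2 against the mean of the other sponge libraries gave a miR-200b group shift of 0.031 with a permutation p of 0.0001. Taken per library, the difference in shift between OE and sponge libraries was -0.116 ± 0.028 (SE) for the miR-200b group and -0.070 ± 0.021 for the miR-200a group, each with an exact permutation p of 0.1, the smallest that 10 splits allow. With the shift weighted within strata of 3′UTR length and expression, these differences were -0.083 ± 0.044 (SE, exact permutation p = 0.3) and -0.031 ± 0.037 (exact permutation p = 0.6), and the OE and sponge libraries overlapped. By camera the p values were 0.0126 and 0.218 (0.0645 and 0.114 with an estimated correlation).

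**Figure D3:**
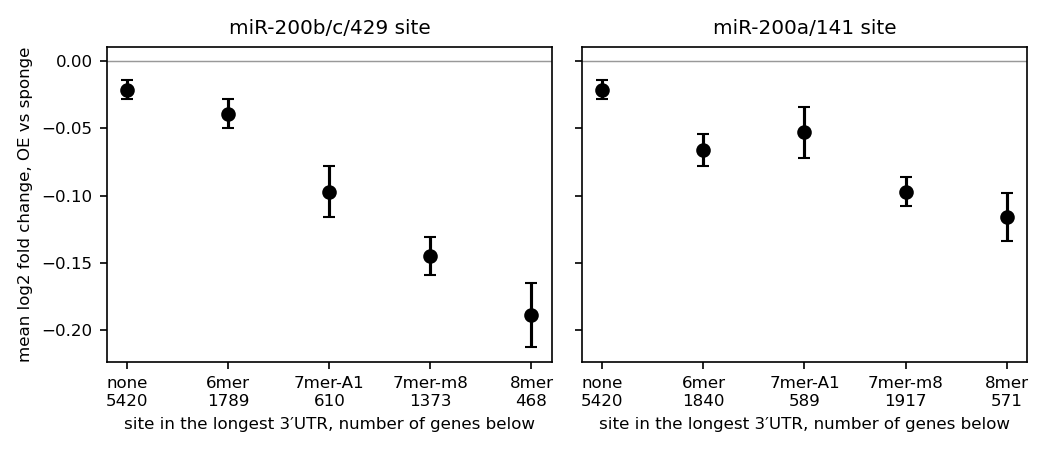
Mean log2 fold change (miR200 OE vs sponge) of genes by the best miR-200b group (left) or miR-200a group (right) site in the longest 3′UTR, with SEM over genes and the number of genes under each class. The mean of 8mer genes was -0.19 for the miR-200b group and -0.12 for the miR-200a group, against -0.02 in genes without a site.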

Values the study reported

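The study reported 2081 differentially expressed genes after miR200 family overexpression in N2a cells and 382 in the hippocampus of Foxg1cre/+ mice. It reported 35 genes shared by both datasets, in a population of 43,629 genes, with a hypergeometric p value of 0.0001.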

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

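Of the alternatives, 4 were chosen after the data were seen: genes sharing sequence with Noct left out, genes free of the other family's sites, the weighted shift and DESeq2 on all genes with a count. No gene called in the planned analysis changed sign in any of the fits. The groups did not overlap in 2020 of the 2021 called genes, so leaving out a library could hardly reverse a sign. DESeq2 called 2126 genes, limma-voom 1935 and edgeR without a filter on low counts 2649. Without overlapping genes 1325 genes were called (565 higher, 760 lower), with 8593 genes tested. Members of the gene lists that overlap another gene were left out too. An FDR of 0.01 gave 565 (200 and 365), an FDR of 0.1 gave 3291 (1493 and 1798), and an absolute log2 fold change of at least 1 gave 432 (128 and 304). With each library left out, calls ranged from 335 to 2047 (150 to 921 higher, 185 to 1126 lower). The lowest came without OE replicate 2 and 1235 without sponge replicate 1. Where a single OE library was left, it was assumed to vary like the sponge libraries. Of 94 named genes that were called, 84 stayed called under all other alternatives that tested them and 41 in all fits with a library left out, and 49 were lost without OE replicate 2. The replicate numbers gave no sign of pairing: deviations from the group mean correlated at -0.134 for number 1 and 0.0897 for number 2. The replicate block gave 2002 genes. The sample titles also carry other numbers, by which only sponge replicate 2 and OE replicate 1 match. Deviations of these libraries correlated at -0.0897, and a block by the title numbers was not run, so pairing of cultures is not excluded. The 9 lists called by camera became 0 with an estimated correlation and 8 to 10 with a library left out. The estimate was below the preset 0.01 for the genes named by the study (-0.15), the mesenchymal list (-0.0291) and the interferon list (-0.000749). Their adjusted p rose to 0.18 as well, so a higher correlation does not account for the loss of these calls. In the other called lists the estimate was above 0.01. The number of miR200 transcripts with CPM above all sponge libraries was 5 whichever library was left out. This count involves no fit, and leaving out a library could not lower it, so it says nothing on the stability of the calls. The miR-200b group shift ranged from -0.153 to -0.084 with a library left out and was -0.044 with sites in the coding sequence and -0.01 with sites in the 5′UTR, neither past the threshold. The miR-200a group shift ranged from -0.099 to -0.037 with a library left out. It was -0.052 for the coding sequence, 0.034 for the 5′UTR and -0.035 when weighted within strata, none past the threshold. The causes were not tested, except that fewer genes or libraries entered some fits. The simulated comparison, with the same dispersion for all genes, recovered 35% of genes changed by a log2 fold change of 0.5.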

Other observations

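The MYC list (chosen once the values of Myc, Odc1 and Srm were known), the heptamer below and the tests of stronger miR200 action and of a gradient among cultures were chosen after the result was seen. Of 40 genes known as MYC targets, most of them with roles in ribosome production, 20 fell and 0 rose in miR200 OE, among them the RNA polymerase I subunit genes Polr1a (log2 fold change -1.07) and Polr1b (-0.86), the nucleolar genes Nop2 (-0.81), Bop1 (-0.79) and Rrp12 (-0.81), and Cad, the enzyme that starts pyrimidine synthesis (-0.71). The other 20 did not pass, among them Ctps (-0.20), Ppat (-0.23), Nop58 (0.11) and Npm1 (0.15).

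These genes were examined because Myc, Odc1 and Srm fell together. A candidate explanation is lower MYC activity in OE than in sponge cells. The median log2 fold change of the list was -0.368 and camera called it lower (p = 2.75e-09), a test that could have come out otherwise, although the p was 0.183 with an estimated correlation. Without OE replicate 2 the log2 fold change of Myc was -0.87 (adjusted p = 0.0517), against -0.86 with all libraries, and MYC protein was not measured here. This remains a hypothesis found and tested on the same data, and other causes were not tested.

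OE replicate 2 lay farther from the sponge libraries than OE replicate 1, although its Gm13648 rate was lower, with root mean square log2 distances of 0.613 and 0.508 from the sponge mean. After correction for GC content and transcript length 91.4% of the excess distance was left, and 99.1% was left without genes that share sequence with Noct, which took 6.42% of counts in OE replicate 2 and 3.65 to 4.70% in the other libraries. Stronger miR200 action in OE replicate 2 stays open: the miR-200b group shift was higher there by 0.061, opposite to what it predicts and just over 2 SD of such a difference between sponge libraries (SD 0.030), but within the 95% t bound that 3 libraries allow (0.128), a bound chosen with the value known. A gradient among cultures stays open too: over 11669 uncalled genes, the difference of sponge replicate 3 from the other sponge libraries correlated at -0.154 with that between the OE libraries, between the bounds set for and against it. Among those of these genes with a mean over 20 CPM the correlation was -0.239, also between the bounds.

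Genes with miR-200a group sites were slightly lower on average. For both tests below, the bound set beforehand against the explanation was met, but was judged too lax once the values were seen. Sites of the miR-200b group in the same 3′UTRs cannot be told apart as a source: genes without such sites had a shift of -0.058 (permutation p = 0.0199), past the bound of -0.02, but the mean of their permuted shifts (-0.027) also passes it. Genes with miR-200a group sites alone had a shift of -0.031 beyond the permuted mean, within 1 SE between libraries (0.013) of that bound. Length or base composition stays open, since the 7mer-m8 heptamer lay in the lowest 0.18% of heptamers after adjustment, but at 0.031% in OE replicate 1 and at 13.0% in OE replicate 2.

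For the number of differentially expressed genes, the 5 libraries allow 10 splits into 2 and 3, too few for a share under 0.05. The real split (1 of 10) gave 2021 genes and the highest of the other splits 0.

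At the other end of the ranking, the heptamer GCACTTT, which pairs with the seed of the miR-17 family, ranked 16136 of 16136 in the comparison of OE with sponge. Its effect was a log2 difference of 0.07 over 1756 genes, and it also ranked highest in each OE library.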
